A study of Homo sapiens with 12 samples. Its data were reported in "Regulation of cellular sterol homeostasis by the oxygen responsive noncoding RNA lincNORS" (2020).

How the data were processed

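RNA-seq count tables of 12 MCF-7 libraries were analysed, 3 for each of siNORS, siR_control, oeNORS and pcDNA3, with groups and replicate numbers taken from the labels. Per the labels, total RNA was extracted, and libraries were described there as made by Illumina protocols, while the study's methods describe Ion Proton sequencing. This difference was not resolved. Per the submitters' processing notes, reads were aligned with STAR 2.3.0 to hg19. Per the file headers, the authors counted reads for each GENCODE gene with strand taken into account, and a read with several positions was counted in full at each. The counting program is not given in the sources used here.

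The deposited values used here were raw counts per gene for 55765 genes. The files also held values normalized by the authors, which were not used here. In 99.9% of genes the listed length equalled the whole genomic span, so reads from introns appear to have been counted as well as reads from exons. Of 2026 pairs of a small RNA gene nested in a host gene on its strand, the host had at least as many counts in every library in 1839 (90.8%). The summed counts were 2.73 to 3.19 times the header totals of 26651672 to 36436534 reads. Because 18303 genes overlap another gene on the same strand, and small RNA genes took 16.8% to 20.5% of the counts, counts of nested or repeated genes are not independent. The 10 most abundant genes took 13.5% to 21.1% of the counts. Gene types and 3′ UTRs came from a newer GENCODE annotation, in which 96.0% of the gene identifiers were found. Coordinates are those of the files (hg19).

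Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with its defaults, glmQLFit and glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Knockdown and overexpression were each fitted on their own 6 libraries without a replicate block, and the difference between them was a contrast in 1 fit of all 12. Values per library are CPM, counts divided by library size and scaled by TMM. Standard errors are those of the log2 fold changes. Gene lists (22, fixed before the data were examined) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, adjusted over both comparisons, and again with an estimated correlation and with fry. A list needed 5 tested members. Of the lists, those for LXR targets, oxysterol metabolism, hypoxia, NF-kB response, proliferation, p53 targets, the unfolded protein and integrated stress response, protein secretion, mesenchymal transition, luminal identity, fibroblast markers and immune cell markers were not called by camera in either comparison. Their smallest camera adjusted p was 0.0919 (protein secretion, knockdown).

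Genes to name were chosen by a rule fixed before the data were examined. The rule took lincNORS with its neighbours MKL2 and PARN and the proteins RALY and HNRNPC, the 10 highest and 10 lowest log2 fold changes among called genes with a mean log2 CPM of at least 1 and no overlap between the groups' libraries, up to 4 members of each list with the smallest p and any cholesterol gene, and genes called in both comparisons. LINC00710, KRT16P3, AC015818.3 and SPDYE9P fall outside it and were named after their values were seen, since they complete the 18 calls.

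Alternatives were RLE scaling, no normalization beyond library size, no filter on low counts, a filter at a mean of 50 counts, DESeq2 1.42.0, the edgeR exact test, all 12 libraries in 1 fit, a replicate block, a fold threshold of 1 on the log2 scale and each library left out in turn. Chosen after the data were seen were protein-coding genes only, genes with no overlap on their strand and removal of a smooth trend with gene span (a spline with 5 degrees of freedom), and, between the control groups, the block and the left-out libraries. No pair of libraries within a group agreed within sampling noise (chi-square of 32.7 to 74.3 per degree of freedom), so no libraries were summed.

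Matches to the seed of the siRNA guide strand were sought in the 3′ UTRs of 98.6% of the protein-coding genes, with all 7-mers of the same base composition as background. The labels name the siRNA of the siNORS libraries as the s version, and its sequence came from the study's methods. Medians of 10000 random gene lists matched on expression and 2000 bootstrap draws of genes gave the intervals, with 300 draws of genes for the span correlations. Gene span trends used protein-coding genes with a mean log2 CPM of at least 1.

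The main edgeR test, the exact test, DESeq2 and camera were tried on simulated counts with 200 genes changed. The changed genes were drawn from those with a mean of at least 50 counts. The difference between the comparisons was simulated with the main test alone. The seed test was tried with a known shift put in, and the remaining tests were not tried this way. For the knockdown, run on 38331 genes, the main test recovered 1.5% of genes changed 1.5-fold, 37.3% of those changed 2-fold and 74.2% of those changed 4-fold, with 7 false calls, and for the overexpression, on 38679 genes, 14.9%, 41.8% and 84.8% with 8 false calls. For the difference between the comparisons, on 41540 genes, it recovered 0%, 22.4% and 57.6% with 6 false calls. DESeq2 recovered 59.7% of 2-fold changes in the simulated knockdown and the exact test 46.3%, with 80 and 35 false calls. Small changes were therefore often missed by the main test at this depth and number of libraries, which made fewer false calls than either alternative.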

Results

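RNA was measured by sequencing in MCF-7 cells, an estrogen receptor-positive human breast cancer line, after the long noncoding RNA lincNORS was lowered or raised. lincNORS is transcribed from MIR193BHG, the host gene of the microRNAs miR-193b and miR-365a, and its abundance increases when oxygen falls. The 12 libraries formed 4 groups of 3. In the knockdown, cells received a siRNA against lincNORS (siNORS) or a control siRNA (siR_control) and were then kept at 1% oxygen for 24 h. In the overexpression, cells stably carrying a lincNORS plasmid (oeNORS) or the empty vector (pcDNA3) were kept at 21% oxygen for 24 h. The file headers gave 26651672 to 36436534 reads per library, and the counts summed over genes were 2.73 to 3.19 times as many. Per the headers, a read with several positions was counted in full at each. How much of the excess this explains was not tested. The study's supplement calls the replicates biological, but neither it nor the labels say that they were separate cultures, so p-values measure only the spread between these samples.

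The first comparison asked what changes when lincNORS is lowered in hypoxic cells. lincNORS itself (RP11-65J21.3, hg19 chromosome 16, positions 14396145 to 14420210, plus strand, a lncRNA gene that overlaps MIR193B and MIR365A on its strand) checked the labels. Its level was 12.5, 11.3 and 10.6 CPM (counts scaled to library size) in the siNORS libraries and 39.8, 37.0 and 42.2 CPM in siR_control, a log2 fold change of -1.79 (SE 0.110, n = 3 per group; edgeR adjusted p = 0.00155). The flanking genes MKL2 (-0.02, SE 0.096) and PARN (-0.10, SE 0.117) did not pass the test, and neither did RALY (-0.26) nor HNRNPC (0.26), which encode RNA-binding proteins. MKL2 took the opposite sign without normalization beyond library size (0.07), with a trend with gene span removed (0.02) and without siR_control replicate 1 (0.04).

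**Figure D1:**
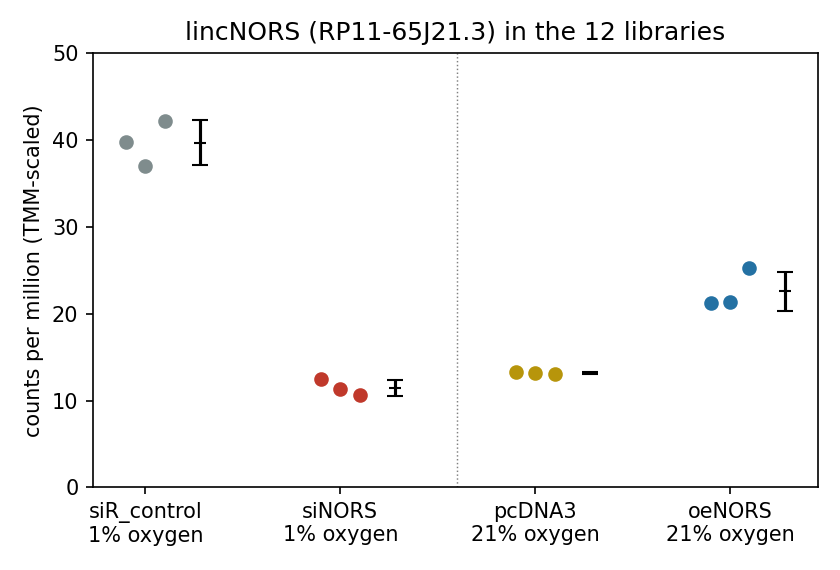
lincNORS in CPM (y axis, TMM-scaled within each comparison) in the 4 groups (x axis). Each point is a library, and the bar beside it is the mean ± SD of 3 libraries. All 3 siNORS libraries lay between 10.6 and 12.5 CPM, below the siR_control libraries, and the oeNORS mean of 22.6 CPM lay above the pcDNA3 mean of 13.13 CPM.

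Of the 21 cholesterol synthesis genes measured, 5 rose after knockdown, none fell and 16 did not pass the test over all genes. HMGCS1, which makes the HMG-CoA that feeds the mevalonate pathway, rose by 1.11 on the log2 scale (SE 0.102), from 98.1 ± 7.69 to 212 ± 16.6 CPM (SD, n = 3). HMGCR, the rate-limiting reductase and the target of statins, rose by 0.78 (SE 0.086). The isomerase IDI1 rose by 0.80 (SE 0.097), the sterol demethylase MSMO1 by 0.81 (SE 0.102) and the squalene epoxidase SQLE by 0.60 (SE 0.080). Adjusted over the list alone, 15 members rose and 0 fell, and 19 of the 21 log2 fold changes were positive, with a median of 0.38. LBR (-0.07) and DHCR24 (-0.04) were the negative members, and both turned positive without normalization beyond library size (0.02 and 0.04). LBR was also positive without siR_control replicate 1 (0.01) and DHCR24 without siR_control replicate 3 (0.01). By camera the list was higher than other genes (limma, adjusted p = 3.46e-10, and adjusted p = 0.212 with an estimated correlation). The study chose this pathway on these samples, so neither the count nor the list test is independent evidence of its direction. HMGCS1 stayed called without 2 of the 6 libraries, and the other 4 calls ended whichever library was left out, while the 5 log2 fold changes stayed between 0.58 and 1.17.

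**Figure D2:**
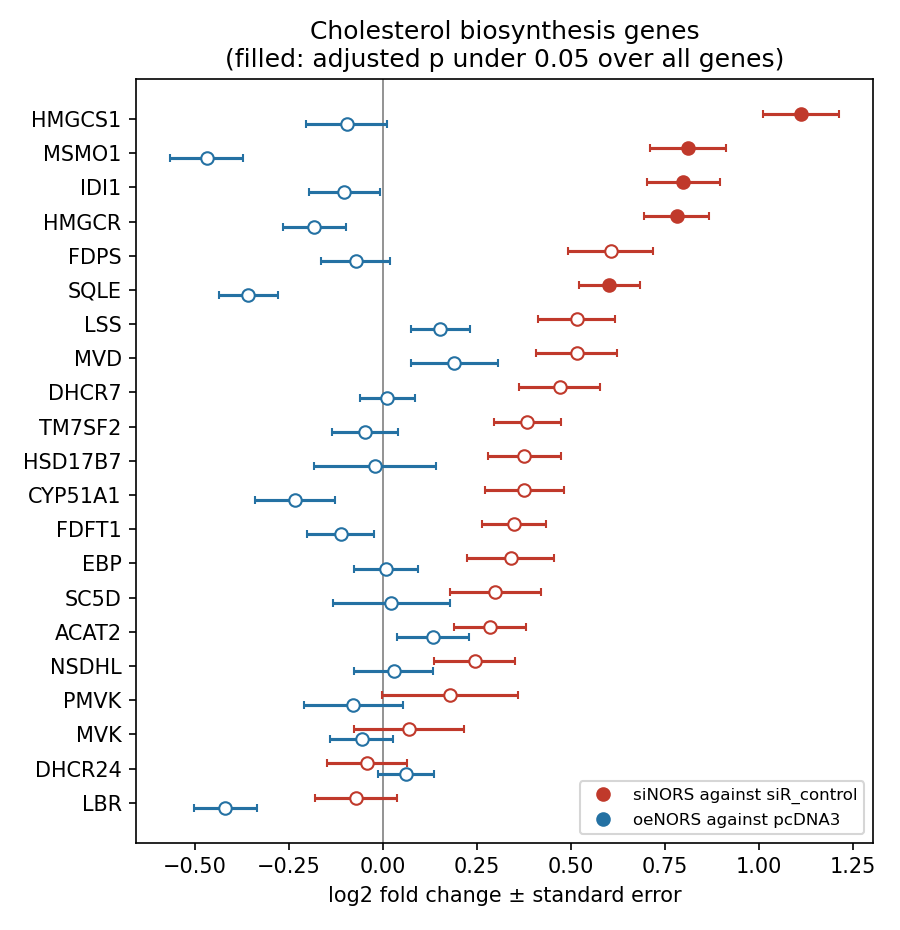
Log2 fold change ± standard error (x axis) of the 21 cholesterol biosynthesis genes (y axis) in siNORS against siR_control (red) and oeNORS against pcDNA3 (blue), n = 3 libraries per group. Filled points passed adjusted p under 0.05 over all genes (edgeR): 5 in the knockdown and 0 in the overexpression.

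Of 17 sterol uptake and sensing genes, 2 rose: STARD4 (0.96, SE 0.129), a carrier of cholesterol between membranes, and MBTPS1 (0.78, SE 0.089), the protease that makes the first cut of the SREBP transcription factors. None of the list's other members was called, and the same 2 rose adjusted over the list alone (camera adjusted p = 0.0425, and adjusted p = 0.704 with an estimated correlation). The list's call ended without siNORS replicate 1 or 2 or siR_control replicate 1 or 2 (adjusted p up to 0.239), with a replicate block (0.1) and by fry (0.109). No fatty acid synthesis gene of 17 passed the test over all genes (edgeR, 11 at an unadjusted p under 0.05, 5 called by DESeq2 and 5 by the edgeR exact test), while 8 rose and 1 fell adjusted over the list alone. The list median was 0.30 (camera adjusted p = 5.93e-05, and adjusted p = 0.212 with an estimated correlation). The desaturase SCD had a log2 fold change of 0.62 (edgeR adjusted p = 0.0791), ACSL3 of 0.59 (adjusted p = 0.0510) and ACSS2 of 0.69 (adjusted p = 0.0668). Of 25 peroxisome genes none was called over all genes (edgeR, 5 at an unadjusted p under 0.05, 1 by DESeq2) or adjusted over the list alone, and their median was 0.18 (camera adjusted p = 0.0449, and adjusted p = 0.473 with an estimated correlation). This call ended without siNORS replicate 1 or 3 or siR_control replicate 1 or 2 (adjusted p up to 0.250), with a replicate block (0.102) and by fry (0.133).

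Among called genes with a mean log2 CPM of at least 1, the 10 lowest, lincNORS included, and the 10 highest lay outside these lists. CERS2, a ceramide synthase for very long acyl chains, fell from 136 ± 9.66 to 38.7 ± 1.68 CPM (SD, n = 3; log2 fold change -1.81, SE 0.096), as far as lincNORS did. IGFBP5, a binding protein of insulin-like growth factors, fell by 1.64 on the log2 scale (SE 0.135), the cyclin CCNG1 by 1.55 (SE 0.104), TSKU by 1.32, P2RY6 by 1.31, RNF11 by 1.26, TGFBI by 1.21, PXDN by 1.20 and the noncoding RP11-465N4.4 by 1.19. Of the 43 lower genes whose annotated 3′ UTR was searched, 24 held a match to the 7-base seed of the siRNA guide strand (55.8%, against 17.9% of all genes searched). CERS2, IGFBP5, CCNG1, RNF11, TGFBI and PXDN were among them. Another 7-mer of the same base composition, AACCAAA, was found in as many. It holds the 6-base seed match and is itself a seed site, so the tie is between 2 seed sites. The other 19 7-mers, compared after the result was seen, were found in 4 to 21 of these genes. DKK1, a secreted inhibitor of Wnt signalling, rose from 6.10 ± 0.107 to 23.9 ± 1.72 CPM (log2 fold change 1.97, SE 0.117). FAM169A rose by 1.62, LIN7A by 1.59, STMN3 by 1.54, the noncoding RP11-6N13.1 by 1.495, the receptor kinase TIE1 by 1.48, TNFRSF11B by 1.41, the lipid transporter ABCA12 by 1.34, the mitochondrial phosphatase PTPMT1 by 1.31 and the collagen COL5A2 by 1.30. Of these 20 genes, CERS2, CCNG1, DKK1, LIN7A and lincNORS stayed called whichever library was left out.

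**Figure D3:**
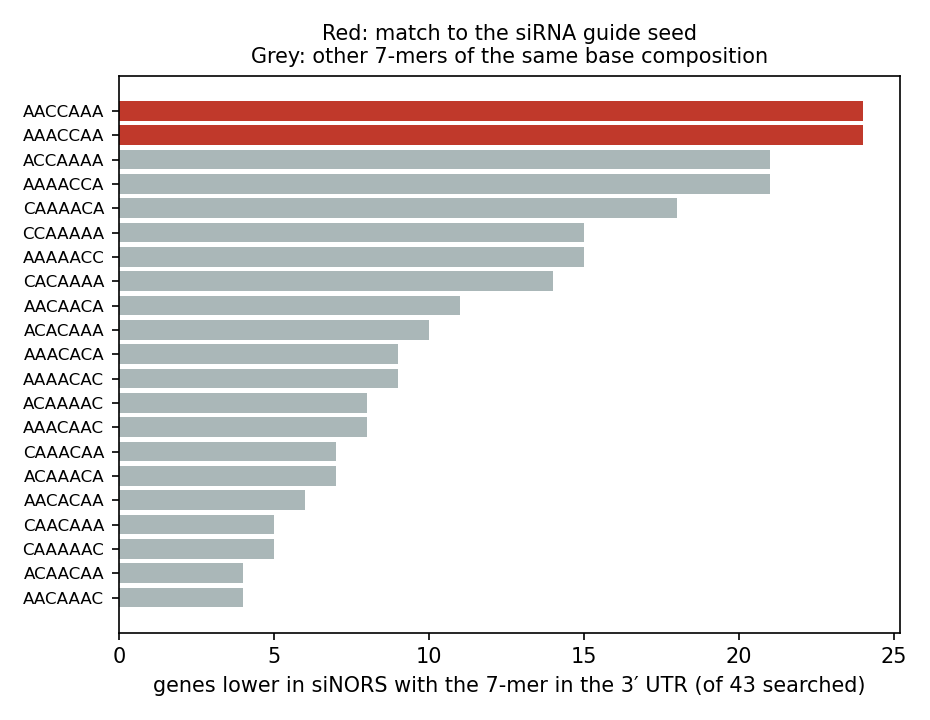
Number of the 43 searched genes lower in siNORS (x axis) whose 3′ UTR held each 7-mer of the guide seed's base composition (y axis). Red marks the seed match AAACCAA and AACCAAA, which holds the 6-base seed match, with 24 genes each. Grey marks the other 19 7-mers, with 4 to 21.

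Among the lists that were lower after knockdown, the interferon response had a median of -0.41 over 38 genes, with none called over all genes (edgeR, 18 at an unadjusted p under 0.05, 10 by DESeq2 and 3 by the edgeR exact test) and 11 lower against 1 higher adjusted over the list alone (camera adjusted p = 1.23e-07, and adjusted p = 0.106 with an estimated correlation). The sensor IFIH1 had a log2 fold change of -0.96 (edgeR adjusted p = 0.0752) and IFIT1 of -1.50 (adjusted p = 0.101). Of 29 estrogen response genes 2 fell: XBP1 (-0.86), a transcription factor of the secretory pathway, and IGFBP4 (-1.15), whose 3′ UTR also held the seed match. Adjusted over the list alone, 9 estrogen response genes fell and 1 rose, and the median was -0.24 (camera adjusted p = 0.00536, and adjusted p = 0.428 with an estimated correlation). The 13 mitochondrially encoded mRNAs had a median of -0.30 with none called over all genes (edgeR, 9 at an unadjusted p under 0.05, 1 by DESeq2), 12 negative values and 1 lower adjusted over the list alone (camera adjusted p = 4.91e-04, and adjusted p = 0.704 with an estimated correlation). The list of the lincNORS locus and its partners holds the siRNA's own target, so its test partly restates the knockdown (median -0.16, camera adjusted p = 0.0155, and adjusted p = 0.396 with an estimated correlation), and lincNORS was its only called member, 1 of 10, with 2 lower adjusted over the list alone. By fry the mitochondrial list was not called (adjusted p = 0.113), and the locus list was not called with a replicate block (0.0683) or without siNORS replicate 2 or siR_control replicate 3 (up to 0.0694).

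In the remaining lists at most 2 members were called by the edgeR quasi-likelihood test (up to 6 by DESeq2 and 5 by the edgeR exact test, both in the hypoxia list). MXI1 of the hypoxia list fell (-1.10), and its 3′ UTR also held the seed match. The steroid-converting enzyme AKR1C2 fell too (-0.89), and its reads can be shared with its close paralog AKR1C1. Also lower were the NF-kB inhibitor NFKBIA (-0.87), the replication helicase subunit MCM6 (-0.90) and the luminal transcription factor ELF3 (-0.62). The ribonucleotide reductase subunit RRM2 (0.86), the p53 target SESN1 (1.00) and the disulfide isomerase PDIA4 (0.63) rose. The p53 targets and the proliferation genes each had 1 higher and 1 lower call, since CCNG1, also a p53 target, fell and RRM2 and MCM6 went opposite ways. TGFBI was the call of the mesenchymal transition list.

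In all, 109 of 39449 genes tested passed the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with 60 higher and 49 lower (156 and 50 without normalization beyond library size), and 103 were protein-coding. Leaving out 1 library brought the count to between 5 (without siR_control replicate 2) and 67 (without siNORS replicate 1). The other left-out libraries gave 6 and 8 calls (siNORS replicates 2 and 3) and 7 and 9 calls (siR_control replicates 1 and 3).

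The overexpression asked for the converse, what changes when lincNORS is raised under ambient oxygen. lincNORS had 21.25, 21.29 and 25.2 CPM in oeNORS and 13.23, 13.17 and 13.0 CPM in pcDNA3, a log2 fold change of 0.78 (SE 0.107, n = 3 per group) with an edgeR adjusted p of 0.0711. Every oeNORS library lay above every pcDNA3 library, but the RNA did not pass the threshold, and reads from the plasmid and from the locus cannot be separated. It passed with a stricter filter on low counts (adjusted p = 0.0488), in a fit of all 12 libraries (0.0160), with the edgeR exact test (1.73e-05) and with DESeq2 (8.97e-08). PARN (-0.29) and RALY (0.25) did not pass, nor did MKL2 (0.02, and -0.08 without normalization beyond library size) or HNRNPC (-0.03, and 0.03 with a trend with gene span removed).

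After overexpression AREG, a ligand of the epidermal growth factor receptor, fell by 1.22 (SE 0.111), from 45.1 ± 4.27 to 19.4 ± 1.93 CPM (SD, n = 3), and its near-identical copy AREGB by 1.19, so that their reads are largely the same. CEACAM6, an adhesion protein, fell by 1.36 (SE 0.160) and CEA by 1.16 (SE 0.119), but these genes overlap on the same strand of chromosome 19 and share reads. IGFBP5 fell by 1.02 (SE 0.088), the adhesion receptor ALCAM by 0.86, NBPF6 by 0.77, THSD4 by 0.72, GAN by 0.70 and SSFA2 by 0.68. The other lower calls were the noncoding LINC00710 and the pseudogenes KRT16P3 and AC015818.3, whose reads may come from related genes. BRINP3 rose by 1.12 (SE 0.121), OAZ1, the ornithine decarboxylase antizyme, by 0.85 (SE 0.099), the pseudogene RN7SL277P by 0.81, the proteasome subunit PSMB6 by 0.74 and SPDYE9P by 2.32.

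Of the 21 cholesterol synthesis genes, none passed the test over all genes after overexpression (edgeR, 3 at an unadjusted p under 0.05, 3 by DESeq2 and 3 by the edgeR exact test). Adjusted over the list alone, 3 fell and 0 rose: MSMO1 (-0.47, SE 0.098), LBR (-0.42, SE 0.084) and SQLE (-0.36, SE 0.079). The list median was -0.06, with 13 negative and 8 positive values (camera adjusted p = 0.296, and adjusted p = 0.797 with an estimated correlation). The study picked this pathway in the knockdown, and its own enrichment then named it in these samples as well. That enrichment permuted gene sets, so it is a different test from camera. The study also reports lower MSMO1, SQLE and HMGCR by qPCR after overexpression, and total cholesterol that followed the transcripts. The replication-dependent histones were higher than other genes, with a median of 0.28, none of 16 called over all genes (edgeR, 10 at an unadjusted p under 0.05, 6 by DESeq2 and 3 by the edgeR exact test) and 8 higher adjusted over the list alone (camera adjusted p = 2.53e-05, and adjusted p = 0.212 with an estimated correlation). HIST2H2AC had a log2 fold change of 0.53 and HIST1H4E of 0.53. Glycolysis genes had a median of 0.18, none of 17 called (edgeR, 6 at an unadjusted p under 0.05, 1 by DESeq2 and 1 by the edgeR exact test) and 3 higher adjusted over the list alone (camera adjusted p = 0.00413, and adjusted p = 0.704 with an estimated correlation), with 0.64 for TPI1 and 0.25 for GAPDH. This call ended without pcDNA3 replicate 1 (0.0689) and by fry (0.104).

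In all, 18 of 39802 genes tested passed the threshold (edgeR), with 5 higher and 13 lower (0 and 8 without normalization beyond library size). Log2 fold changes fell with the genomic span of a gene (across 13794 protein-coding genes, Spearman correlation -0.34; genes are not independent replicates), and with this trend removed 0 genes passed, with 4159 at an unadjusted p under 0.05. The 18 genes kept their signs and had adjusted p-values of 0.0557 to 0.0935 then, so the calls ended near the threshold. IGFBP5 went from -1.02 (SE 0.088) to -0.995 (SE 0.093), ALCAM from -0.86 (SE 0.090) to -0.76 (SE 0.094) and THSD4 from -0.72 (SE 0.076) to -0.57 (SE 0.080). Without oeNORS replicate 1 there were 16 calls, and without each of the other 5 in turn 0, with 3442 to 4521 at an unadjusted p under 0.05.

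**Figure D4:**
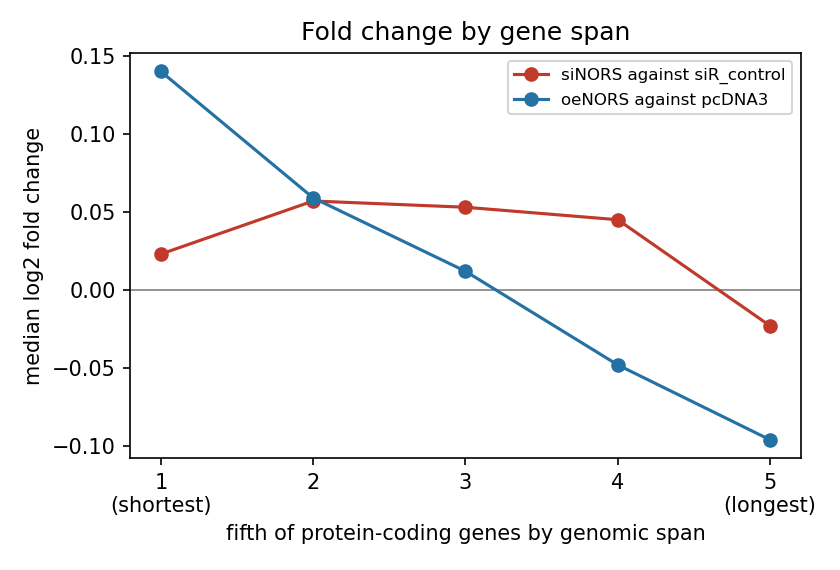
Median log2 fold change (y axis) of protein-coding genes in 5 groups of equal size by genomic span (x axis, shortest to longest). In oeNORS against pcDNA3 (blue) the median went from 0.14 in the shortest genes to -0.10 in the longest, and in siNORS against siR_control (red) it stayed between -0.02 and 0.06.

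A further question was whether knockdown and overexpression moved genes in opposite directions. Of 38022 genes tested in both, 3 were called in both. IGFBP5 and CEA fell in each comparison, where independent lists would share 0.0168 genes (Fisher's exact test, one-sided p = 0.000126). SSFA2 rose after knockdown (0.73) and fell after overexpression (-0.68), where 0.0205 genes would be shared (Fisher's exact test, one-sided p = 0.0203). All genes tested in both served as background, though 103 of the 109 knockdown calls were protein-coding and many tested genes were not. The overlap to be expected is therefore understated, and both p-values are likely too small. The overlap rests on few genes and was lost easily, since 0 genes were shared with the trend with gene span removed. Without siNORS replicate 2 or 3, siR_control replicate 2, oeNORS replicate 2 or 3 or any pcDNA3 replicate there were 0 shared genes as well, without siR_control replicate 1 or 3 or oeNORS replicate 1 there was 1, and without siNORS replicate 1 there were 2. No gene fell after knockdown and rose after overexpression, or rose in both (Fisher's exact test, one-sided p = 1 each). Log2 fold changes of the 2 comparisons were nearly unrelated across genes (Spearman correlation 0.02; -0.03 over 13409 protein-coding genes, which are not independent replicates).

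The test of the difference itself, knockdown minus overexpression, called 199 of 42456 genes (edgeR), with 121 positive and 78 negative (446 and 52 without normalization beyond library size). Leaving out 1 library gave 83 (siR_control replicate 2), 84 (pcDNA3 replicate 1), 91 (siNORS replicate 2), 91 (oeNORS replicate 2), 92 (oeNORS replicate 3), 107 (siR_control replicate 1), 107 (pcDNA3 replicate 3) or 116 (siNORS replicate 1), and 148 to 169 for the other 4. The 5 cholesterol genes called in the knockdown were positive: MSMO1 (1.27, SE 0.141), HMGCS1 (1.20, SE 0.155), HMGCR (0.96, SE 0.116), SQLE (0.95, SE 0.104) and IDI1 (0.89, SE 0.136). SSFA2 differed by 1.40 (SE 0.125), DKK1 by 1.62, CERS2 by -2.02 and lincNORS by -2.58. Oxygen, transfection and experiment differ between the 2 parts of this contrast.

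Control libraries of the 2 experiments were compared only to check the oxygen labels, since oxygen is confounded there with siRNA transfection, vector selection and experiment. All 30 hypoxia response genes were higher in siR_control than in pcDNA3 (median log2 difference 3.06), as were 15 of 17 glycolysis genes. VEGFA, an angiogenic factor, differed by 3.91, CA9, a carbonic anhydrase, by 3.12 and lincNORS by 1.69. Of 32 proliferation genes 30 were lower. In all, 7221 of 39884 genes differed (edgeR), with 3018 higher and 4203 lower (1963 and 6534 without normalization beyond library size).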

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

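Tested only after the results were seen were the direction of the knockdown's lower genes and of the sterol genes in the overexpression. The excess of the sterol genes over matched random lists was also tested only then. So was every comparison below that leaves AACCAAA or another seed site out of the background. The difference between knockdown and overexpression passed the threshold for 199 genes (edgeR), among them 5 cholesterol synthesis genes (MSMO1, HMGCS1, HMGCR, SQLE and IDI1), and SSFA2 differed by 1.40 on the log2 scale (SE 0.125, n = 3 per group). SSFA2 passed in each comparison with opposite signs, while each of the 5 cholesterol genes passed in the knockdown alone. Oxygen, transfection and experiment differ between the comparisons, so a difference need not come from the direction in which lincNORS was moved.

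Genes that fell after knockdown, CERS2, IGFBP5 and CCNG1 among them, often held the siRNA seed match, which silencing through the seed would predict. The match was found in 24 of the 43 genes searched. The highest count of any other 7-mer of the same composition was 24 as well, for AACCAAA, which holds the 6-base seed match. The comparison planned beforehand counted AACCAAA as background, so it does not decide. The 8-mer site was found in 19 of these genes and the 6-mer site in 29. The highest other 8-mer, with 15, was AAAACCAA, which also holds the 6-base seed match. Of the 8-mers without it, compared after the result was seen, the highest count was 11. The highest other 6-mers, AAACCA and ACCAAA, had 30 each and share bases with the seed match. With AACCAAA left out, a choice made after the result was seen, the other 19 7-mers were found in 4 to 21 of these genes, with a median of 9, and those with 21 share bases with the seed match. Loss of lincNORS itself, with the opposite change on overexpression, was not decided either, since 48 of these genes had a median log2 fold change of -0.04 in oeNORS against pcDNA3 (95% bootstrap interval -0.107 to 0.035). lincNORS itself rose there by only 0.78 on the log2 scale (edgeR adjusted p = 0.0711), which limits what a missing opposite change can show. Silencing through the seed and a loss of lincNORS cannot be told apart for these genes here, and the study's second siRNA and its shRNA were not analysed here.

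Log2 fold changes after overexpression fell with the span of the gene (Spearman correlation -0.34), but removing the trend moved the called genes little, ALCAM from -0.86 to -0.76 and AREG from -1.22 to -1.22, and ended their calls at adjusted p-values of 0.0557 to 0.0935. A single library apart from the rest is argued against, since the correlation was still -0.281 at its weakest, without pcDNA3 replicate 1. Fewer reads from introns in oeNORS remains a candidate explanation, because the partial correlation with intron length given exon length was -0.263. It was -0.214 at its weakest with a library left out, without pcDNA3 replicate 1. The 95% bootstrap interval of -0.277 to -0.247 resamples genes, so it does not measure the spread between libraries. A loss of long mature transcripts was not decided, with a partial correlation with exon length of -0.047 (interval over genes -0.063 to -0.031). Whether an intron effect would come from RNA handling or from slower transcription of long genes stays open.

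Of 21 sterol synthesis genes 5 rose after knockdown, and the list median was 0.38 (camera adjusted p = 3.46e-10, and adjusted p = 0.212 with an estimated correlation). A shift of all protein-coding genes alone is argued against, because the list median exceeded that of expression-matched random lists by 0.349 (upper end of the 95% range of random medians 0.127). The study chose this pathway on these samples, so the excess is not independent evidence that the pathway rose. The 19 members without a seed match had a median of 0.376 (95% bootstrap interval over genes 0.284 to 0.515), beyond the 0.2 set beforehand. The rise was therefore not confined to members with a match. This test could not decide more, since silencing through a match would lower these genes. The test written beforehand also read a higher value of members with a match as a sign of the seed, and the 2 with one, HMGCS1 and SC5D, were higher by 0.328, but silencing lowers a transcript with a match, so that part counts for nothing here. An indirect effect through another gene that the siRNA lowered was not tested here and stays open in these data. By qPCR, the study reports similar effects on sterol genes with a shRNA against another stretch of lincNORS in other cell lines. Its second siRNA, the study reports, lowered lincNORS less and in general had a weaker effect on sterol transcripts. The study lists this among its evidence that lincNORS was repressed. Neither the shRNA nor the second siRNA was analysed here. Loss of lincNORS, with the opposite change on overexpression, was not decided, since the list median in oeNORS against pcDNA3 was -0.057 (random median 0.02, lower end of the 95% range -0.088). Scaled over all 12 libraries, mean lincNORS was 21.74 CPM in oeNORS and 12.55 CPM in pcDNA3, against 41.33 CPM in siR_control and 11.94 CPM in siNORS. The overexpression thus stayed below the level of the hypoxic controls, which limits what a missing opposite change can show.

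Other groupings of the same libraries were fitted too. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each case 1 split, the real one, gave a result as large. The knockdown called 109 genes (highest other split 0), the overexpression 18 (highest other 0) and the controls 7221 (highest other 0). The cholesterol list had 5 calls in the knockdown (highest other 0), and lists adjusted within a comparison numbered 9 in the knockdown (highest other 4) and 2 in the overexpression (highest other 1). For the difference between the comparisons, 2 of 100 groupings gave at least 199 genes. The real grouping was 1 of them. The other, with 256, exchanged oeNORS and pcDNA3 and so tested the sum of the effects, and the next highest gave 103. The remaining groupings mixed treated with control libraries in at least 1 comparison. A real effect then widens the spread within their groups and lowers their counts, so the share does not exclude chance.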

How the results depend on the processing

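Most alternatives were chosen before the data were examined. Protein-coding genes only, genes with no overlap on their strand and removal of the trend with gene span were chosen after the data were seen, as were the replicate block and the left-out libraries for the control groups. Why the counts below moved was not tested, unless the construction of the alternative shows it.

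In the knockdown (109 genes), a fold threshold of 1 on the log2 scale left 35. No normalization beyond library size gave 206 (156 higher and 50 lower, against 60 and 49), the strict filter 233, DESeq2 1241, the exact test 681, all 12 libraries in 1 fit 477, protein-coding genes only 318 and genes without overlap 58. Leaving out 1 library gave 5 to 67. Without siNORS replicate 1 the 67 were 51 higher and 16 lower and shared 23 genes with the 109. DESeq2 and the exact test also made more false calls on simulated data (80 and 35, against 7). Of the cholesterol genes (5), the fold threshold left 1, and DESeq2 called 12, the exact test 9, the fit of all 12 libraries 8, protein-coding genes only 8, genes without overlap 3 and left-out libraries 0 to 1. lincNORS stayed between -1.87 and -1.74 with a library left out.

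In the overexpression (18 genes), the fold threshold left 10, RLE scaling 11, no normalization 8 (0 higher and 8 lower, against 5 and 13), and the filters and tools gave 40 (strict filter), 1158 (DESeq2), 674 (exact test), 46 (protein-coding genes only) and 9 (genes without overlap). With the span trend removed, 0 were called (edgeR, 4159 at an unadjusted p under 0.05), and left-out libraries gave 0 to 16, the 16 without oeNORS replicate 1 (11 higher and 5 lower), 5 of them shared with the 18. Of the cholesterol genes (0), DESeq2 called 3, the exact test 3 and left-out libraries 0. lincNORS passed with the strict filter (0.776), DESeq2 (0.789), the exact test (0.782) and all 12 libraries in 1 fit (0.792), and ranged from 0.71 to 0.84 with a library left out.

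For the difference between the comparisons (199 genes), the fold threshold left 91. No normalization gave 498 (446 positive and 52 negative, against 121 and 78), the strict filter 351, DESeq2 1326, protein-coding genes only 458, genes without overlap 93 and left-out libraries 83 to 169. The exact test has no version for this contrast and was not run. Of genes called in both comparisons (3), the strict filter gave 5, DESeq2 109, the exact test 66, all 12 libraries in 1 fit 11, protein-coding genes only 12, genes without overlap 1, span trend removed 0 and left-out libraries 0 to 2. Between the control groups (7221 genes), no normalization gave 8497 (1963 higher and 6534 lower, against 3018 and 4203) the block 5932 and left-out libraries 4981 to 6012. No normalization moved the median of all genes to -0.11 in the overexpression, 0.20 in the difference and -0.18 between the controls.

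A replicate block assumes that equal numbers pair the libraries. Residuals of libraries with the same number correlated at -0.097 to 0.059 in the knockdown and -0.075 to 0.117 in the overexpression, so the pairing was not accepted. With the block, 5 genes were called in the knockdown, 0 of them cholesterol genes, 0 in the overexpression (4439 at an unadjusted p under 0.05), 17 for the difference and 0 in both comparisons.

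Of the gene lists 10 were called by camera, among them the lincNORS locus list, which holds the siRNA's target. There were 0 with an estimated correlation, 7 by fry, 7 with a replicate block, 12 without normalization, 10 with the span trend removed and 8 to 11 with a library left out. By fry the knockdown calls of sterol uptake (adjusted p = 0.109), peroxisome (0.133) and mitochondrially encoded mRNAs (0.113) and the overexpression call of glycolysis (0.104) ended, and estrogen response was called in the overexpression (0.0058). Sterol uptake (adjusted p up to 0.239) and peroxisome (up to 0.250) each lost their call without 4 of the 12 libraries, the lincNORS locus without 2 (up to 0.0694) and glycolysis in the overexpression without pcDNA3 replicate 1 (0.0689). Of seed sites, the 8-mer gave an adjusted median of -0.095, ranked 1 of 28 (exact one-sided p = 0.0357).

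Signs turned only for uncalled genes. In the knockdown these were MKL2 (0.069 without normalization, 0.021 with the span trend removed, 0.043 without siR_control replicate 1, range -0.076 to 0.043 with a library left out), LBR (0.017 without normalization, 0.006 without siR_control replicate 1, range -0.113 to 0.006) and DHCR24 (0.044 without normalization, 0.013 without siR_control replicate 3, range -0.120 to 0.013). In the overexpression they were MKL2 (-0.082 without normalization, -0.016 and -0.015 without pcDNA3 replicates 1 and 2, range -0.016 to 0.105), XBP1 (-0.084 without normalization, -0.009 without oeNORS replicate 1, -0.028 without pcDNA3 replicate 2, range -0.028 to 0.058) and HNRNPC (0.028 with the span trend removed, 0.029 without oeNORS replicate 2, range -0.076 to 0.029). No libraries looked like copies of each other, so summing was not run.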

Other observations

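Tests of the seed by the shift of all genes were planned, and the size of the trend per library was looked at only after the trend was seen. Among protein-coding genes matched on 3′ UTR length and expression, those with the seed 7-mer had a median log2 fold change lower by 0.0778 after knockdown, rank 2 of 21 7-mers (exact one-sided p = 0.0952). The only 7-mer ranked lower was AACCAAA (-0.079), itself a seed site, and the next after the seed 7-mer was ACCAAAA (-0.0475). The 8-mer gave -0.095, rank 1 of 28 (exact one-sided p = 0.0357), and the 6-mer -0.0655, rank 1 of 15 (exact one-sided p = 0.0667). At rank 1 each p is the smallest that the number of sites compared allows. In the overexpression, where no siRNA was used, the same sites ranked 21, 27 and 10. An effect of the siRNA on genes other than lincNORS may therefore be part of the knockdown, with 24 lower genes holding the 7-mer, but it was not separated from loss of lincNORS.

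DKK1 and LIN7A rose after knockdown whichever library was left out. Of the 59 higher genes searched 15 held the seed match (25.4%, against 17.9% of all genes searched), and the other 7-mers of the same composition were found in 6 to 18 of them. DKK1 had 23.9 ± 1.72 CPM in siNORS and 6.10 ± 0.107 CPM in siR_control (SD, n = 3).

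In each oeNORS library short genes were higher relative to long ones (index 0.061, 0.162 and 0.129) than in each pcDNA3 library (-0.194, -0.044 and -0.1). With the trend with gene span removed, the replication-dependent histones and the glycolysis genes were still called higher after overexpression (camera adjusted p = 2.97e-04 and 0.00189). With the trend left in, they had an adjusted p = 0.212 and an adjusted p = 0.704 with an estimated correlation.

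The lists not called in either comparison had these medians and camera adjusted p-values in the knockdown and then in the overexpression. LXR targets had 0.08 (0.682) and -0.01 (0.479), oxysterol metabolism -0.05 (0.612) and -0.01 (0.601), hypoxia 0.05 (0.540) and -0.04 (0.218), and NF-kB response -0.08 (0.174) and 0.15 (0.479). Proliferation had -0.08 (0.613) and 0.05 (0.272), p53 targets 0.06 (0.841) and -0.04 (0.903), the unfolded protein and integrated stress response 0.04 (0.411) and 0.09 (0.528), and protein secretion 0.09 (0.0919) and -0.05 (0.514). Mesenchymal transition had 0.06 (0.682) and 0.06 (0.411), luminal identity 0.003 (0.913) and 0.12 (0.272), fibroblast markers -0.06 (0.760) and 0.24 (0.436), and immune cell markers -0.03 (0.479) and -0.01 (0.903). Several of these medians change sign without normalization beyond library size, as NF-kB response (0.01) and proliferation (0.01) did in the knockdown.

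Lists called in one comparison were tested in the other too. In the overexpression the medians were 0.01 for sterol uptake (camera adjusted p = 0.913), -0.07 for fatty acid synthesis (0.682), -0.003 for peroxisome (0.647), 0.01 for interferon (0.718), -0.16 for estrogen response (0.0608, with AREG lower, while fry called it at an adjusted p of 0.0058), 0.18 for mitochondrially encoded mRNAs (0.186) and -0.01 for the lincNORS locus (0.682). In the knockdown they were -0.17 for histones (0.0703) and 0.07 for glycolysis (0.613).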
